# The role of cardiac transcription factor *NKX2-5* in regulating the human cardiac miRNAome

**DOI:** 10.1038/s41598-019-52280-9

**Published:** 2019-11-04

**Authors:** Deevina Arasaratnam, Katrina M. Bell, Choon Boon Sim, Kathy Koutsis, David J. Anderson, Elizabeth L. Qian, Edouard G. Stanley, Andrew G. Elefanty, Michael M. Cheung, Alicia Oshlack, Anthony J. White, Charbel Abi Khalil, James E. Hudson, Enzo R. Porrello, David A. Elliott

**Keywords:** Differentiation, RNA

## Abstract

MicroRNAs (miRNAs) are translational regulatory molecules with recognised roles in heart development and disease. Therefore, it is important to define the human miRNA expression profile in cardiac progenitors and early-differentiated cardiomyocytes and to determine whether critical cardiac transcription factors such as *NKX2-5* regulate miRNA expression. We used an *NKX2-5*^*eGFP/w*^ reporter line to isolate both cardiac committed mesoderm and cardiomyocytes. We identified 11 miRNAs that were differentially expressed in *NKX2-5* -expressing cardiac mesoderm compared to non-cardiac mesoderm. Subsequent profiling revealed that the canonical myogenic miRNAs including *MIR1-1*, *MIR133A1* and *MIR208A* were enriched in cardiomyocytes. Strikingly, deletion of *NKX2-5* did not result in gross changes in the cardiac miRNA profile, either at committed mesoderm or cardiomyocyte stages. Thus, in early human cardiomyocyte commitment and differentiation, the cardiac myogenic miRNA program is predominantly regulated independently of the highly conserved *NKX2-5* -dependant gene regulatory network.

## Introduction

The heart is the first functional organ to develop in the human embryo, and the organ most commonly affected by disease in infants and adults. Heart development is tightly controlled by an evolutionarily conserved network of transcription factors and disruption of this network can result in a variety of congenital heart malformations. MicroRNAs (miRNAs), short (19–22 base pair) RNA regulatory molecules, add another layer of regulatory precision to reinforce core cardiac transcriptional networks^1^. Furthermore, the cardiogenic regulatory framework is reinforced by the direct control of certain microRNAs by critical myogenic transcription factors, including serum response factor (SRF), myocyte enhancer factor-2 (MEF2c) and GATA4^2–4^. In addition to their key roles in heart development, miRNAs are critical to maintaining cardiac tissue homeostasis and function^1,5^. For example, global perturbation of the cardiac miRNAome via deletion of the microRNA processing enzymes Dicer and *DGCR8* leads to dilated cardiomyopathy^6–8^. In view of this, miRNAs emerged as a new class of functional regulators of cardiomyogenesis and heart disease^1,9–12^. Given their important role in both heart development and function, careful compellation of the human cardiomyocyte miRNAome will facilitate studies in a number of areas in cardiac biology. Human pluripotent stem cells offer an opportunity to study the expression profile of miRNAs in human heart muscle cells^13–17^.

Here, we have used a well-established *NKX2-5* cardiac reporter line^18^ and loss-of-function model^19^ to determine whether the human cardiac miRNAome is directly dependent on NKX2-5, a transcriptional factor that is essential for mammalian heart development^19–21^. We show that the cardiomyogenic miRNA program is activated early during human cardiomyocyte differentiation *in vitro*. The expression of the myogenic miRNAs^9^, *MIR1-1*, *MIR133A1*, *MIR208A* and *MIR499A*, was established by day 10 of pluripotent stem cell differentiation into the cardiac lineage. However, *NKX2-5* was dispensable for maintenance of the human cardiomyocyte miRNAome, with no differentially expressed miRNAs identified in either cardiac committed mesodermal progenitors or immature differentiated cardiomyocytes. These data suggest that, in the main, establishing the cardiomyogenic miRNA program occurs independently of the highly conserved core NKX2-5 gene regulatory network.

## Results

### Defining miRNA expression profiles in hESC derived human cardiac progenitors

We utilized the *NKX2-5*^*eGFP/w*^ hESC reporter cell line, in which enhanced GFP (eGFP) is expressed from the *NKX2–5* locus^18^, to isolate hESC-derived cardiac mesodermal progenitors and cardiomyocytes by flow cytometry. Using a monolayer differentiation protocol^22,23^ GFP^+^ myogenic-lineages emerged between days 6 to 14 of the differentiation (Fig. 1a). 

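Small RNA was sequenced from HES3, an established human embryonic stem cell line, in its *NKX2-5* eGFP/w form, which expresses eGFP from 1 *NKX2-5* allele and keeps the other. Cardiac differentiation was started with 80 ng/mL Activin A and CHIR99021, a small molecule that activates Wnt signalling, followed by 5 µM IWR-1, a Wnt inhibitor. The paper's methods give CHIR99021 at 10 µM and the sample labels give 12 µM. Day 6 GFP neg, day 6 GFP+ and day 10 GFP+ cells were each sequenced in 3 replicates. The authors removed adapters with cutadapt and aligned the reads to hg19 with Bowtie, allowing 1 mismatch. They deposited the count of reads that featureCounts gave to each Ensembl miRNA gene from reads aligned to a single place, with no scaling. The table lists 3401 miRNA genes, of which 1634 had any count. Library totals ran from 1814338 to 2141959 (median 2061961) in day 6 GFP neg cells, from 1550786 to 1822388 (median 1754552) in day 6 GFP+ cells and from 2271422 to 2521212 (median 2272235) in day 10 GFP+ cells. The column names place every library on the same lane of 1 flow cell, so lane could not separate the groups. Counts were tested with the quasi-likelihood F test of edgeR on TMM-scaled libraries, in 1 model of all 5 groups. The miRNAs tested had at least 10 CPM (counts scaled to the size of the library) in at least 3 libraries, the paper's filter. The CPM values printed for groups and libraries are scaled to the library size adjusted by its TMM factor. Calls required an adjusted p under 0.05 and a fold change over 2, the paper's limits, although the paper used voom with cyclic loess and limma. The TMM factors were 1.09 to 1.22 across day 6 *NKX2-5* eGFP/w libraries and 0.685 to 0.835 across day 10 *NKX2-5* eGFP/w libraries. Of 386 miRNA hairpins placed on GRCh37, the same assembly as hg19, 178 were counted with at least 1 window of 22 nucleotides found elsewhere. For some of these, such as *MIR3130-1*, *MIR3912* and *MIR625*, no other position was recorded, so the count may be too high for them. It may also miss some, since only exact matches of 22 nucleotides counted, while shorter reads were aligned with 1 mismatch allowed. A further 33 miRNAs were not placed and so not searched. *MIR130B* was also counted, with 18033 windows, far more than the other hairpins. A read inside a window with another recorded position matches more than 1 place.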

To obtain a profile of miRNAs during early cardiomyocyte differentiation, cells were harvested and sorted into three populations: *NKX2-5* negative mesoderm (day 6 GFP^neg^ cells), cardiac mesodermal progenitors (day 6 GFP^+^ cells) and early cardiomyocytes (day 10 GFP^+^ cells) for sequencing of small RNA species (Fig. 1b,c). A summary of small RNA sequencing data is shown in Supplementary Table 1. 

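Counts over miRNA genes averaged 2006086 ± 170808 (SD, n = 3) in day 6 GFP neg libraries, 1709242 ± 141356 (n = 3) in day 6 GFP+ libraries and 2354956 ± 143982 (n = 3) in day 10 GFP+ libraries. The standard errors of these means were 98616, 81612 and 83128. Every day 10 library of this genotype held more counts than every day 6 library. At a limit of 1 CPM in at least 3 libraries, 814 miRNA genes were detected.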

The average number of high-quality reads in the day 6 GFP^neg^, day 6 GFP^+^ and day 10 GFP^+^ populations were 2.01 ± 0.10 × 10^6^ (n = 3), 1.71 ± 0.08 × 10^6^ (n = 3), and (2.35 ± 0.08) x 10^6^ (n = 3), respectively. Small nucleolar RNAs (snoRNAs) were also detected in day 6 GFP^+^ and GFP^neg^ populations (1.18 ± 0.24 × 10^5^ (n = 3) and 3.19 ± 1.7 × 10^5^(n = 3),reads respectively) and day 10 cardiomyocytes (1.6 ± 0.17 × 10^5^ (n = 3)). Thus, other small non-coding RNA populations such as snoRNAs are also present during human cardiac differentiation, but their functions are currently unclear.

**Figure 1:**
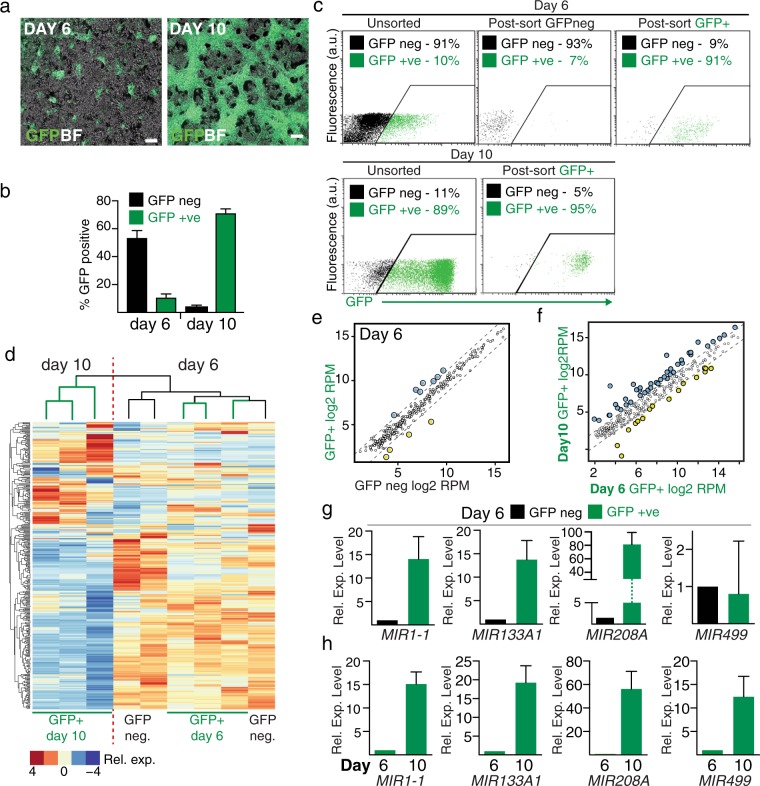
MicroRNA expression profiling of *NKX2-5* positive cardiac progenitors and cardiomyocytes. (**a)** Epifluorescent images of differentiating *NKX2-5*^*eGFP/w*^ cells (Scale bar, 100 μm). (**b**) Percentages of GFP positive and negative cells at day 6 and 10 of differentiation. Data shows mean ± SEM (n = 3) determined by flow cytometry. (**c**) Flow cytometric purification of cardiac progenitors and cardiomyocytes based on eGFP expression from the *NKX2-5* locus. Percentage of cells are indicated on plots. (**d**) Heat map of unsupervised hierarchical clustering of microRNA sequence profile showing that samples cluster according to day of differentiation (log_2_ RPM values). (**e)** Dot plot representation of miRNA-seq absolute expression (log_2_ RPM values) for miRNAs at day 6 of differentiation. Dashed lines mark 2-fold differential expression level. (**f)** Dot plot representation of miRNA-seq absolute expression (log_2_ RPM values) comparing day 6 and day 10 GFP positive cells. Dashed lines mark 2-fold differential expression level. (**g**) Q-PCR profiling supports miRNA sequencing data and confirms upregulation of canonical myogenic miRNAs in GFP^+^ cells at day 6. (**h)** Q-PCR of myomiRs demonstrates they are more highly expressed in day 10 cardiomyocytes than day 6 GFP^+^ cells.

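Euclidean distances were taken between the log_2_ CPM of the libraries, over the miRNAs tested. Day 6 GFP+ libraries lay 14.35 ± 2.06 (mean ± SD) from day 6 GFP neg libraries and 25.23 ± 3.64 from day 10 GFP+ libraries, a ratio of 0.569. Day 6 GFP neg libraries lay 30.83 ± 2.48 from day 10 GFP+ libraries. Distances among the day 6 GFP+ libraries themselves were 10.19 ± 2.16, among the GFP neg libraries 11.57 ± 2.10 and among the day 10 libraries 15.29 ± 4.44. In a complete-linkage tree of these 9 libraries the top branch, at a height of 34.48, separated the days. Within day 6 the GFP+ and GFP neg libraries did not form separate branches. The ratio ran from 0.523 to 0.619 as each library was left out in turn. It rose to 0.680 with the filter at 1 CPM, the setting that moved it most.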

Unsupervised hierarchical clustering indicated that the miRNA profiles of day 6 GFP^+^ (cardiac mesoderm progenitors) and GFP^neg^ populations were more closely related to each other than to day 10 cardiomyocytes (Fig. 1d and Supplementary Table 2). The similarity of miRNA expression profiles between the *NKX2-5* positive and negative populations at day 6 most likely reflects the recent emergence of the *NKX2-5*^+^ cells from the pool of mesodermal cells. 

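Between day 6 GFP+ and GFP neg cells, 7 miRNAs were higher in GFP+ cells and 8 were lower. Unadjusted p was under 0.05 for 63 miRNAs, against 21 expected by chance. The 3 GFP+ and the 3 GFP neg libraries did not overlap in 107 miRNAs (25.5%), against 10% by chance, and in 11 of the 15 calls. For 243 miRNAs (58.0%) the 95% confidence interval lay within a 2-fold change in either direction. The miRNAs higher in GFP+ cells were *MIR133A1*, *MIR133A2*, *MIR208A*, *MIR125B1*, *MIR125B2*, *MIR129-1* and *MIR670*. *MIR208A*, in an intron of *MYH6*, had the smallest adjusted p, with a log_2_ fold change of 2.12 (standard error 0.28, adjusted p = 0.000458) and 166 ± 29.8 CPM in GFP neg cells against 723 ± 84.1 in GFP+ cells. *MIR670* rose from 27.1 ± 6.67 to 65.0 ± 18.8 CPM, a log_2_ fold change of 1.26 (standard error 0.29, adjusted p = 0.0296). *MIR129-1* rose from 12.8 ± 1.28 to 26.1 ± 4.66, a log_2_ fold change of 1.02 (standard error 0.25, adjusted p = 0.0353), and 5 of its 52 hairpin windows occur elsewhere in the genome. The number of higher calls moved most without a filter, to 16, and was 14 in DESeq2. Scaling by RLE left 7 higher and 2 lower calls, a share of 77.8% higher against 46.7% with TMM. Leaving out GFP neg replicate 1 or GFP+ replicate 3 left *MIR208A* as the 1 higher call, and leaving out GFP+ replicate 1 left 3. *MIR208A* stayed a call in every fit with 1 library left out, while *MIR129-1* was lost in 5 of the 6 and *MIR670* in 3.

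**Figure D1:**
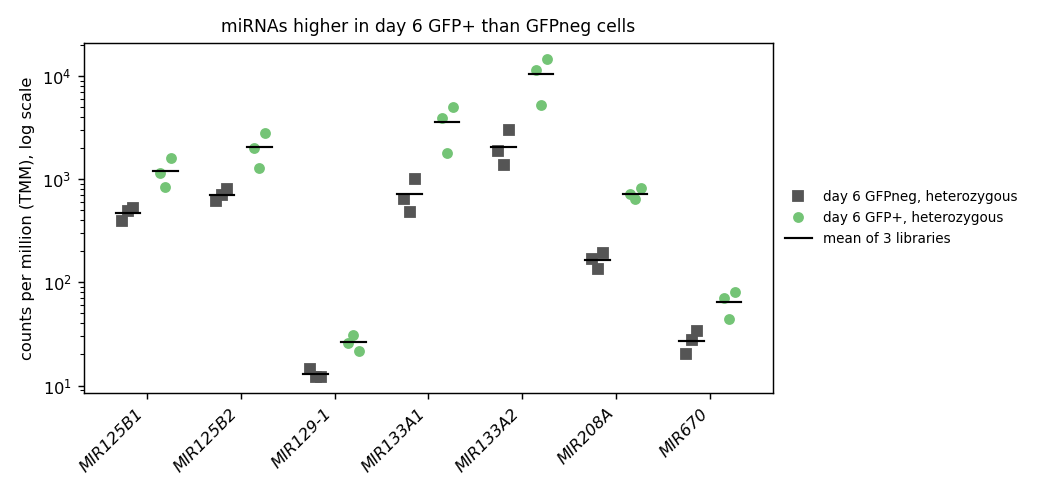
CPM of the 7 miRNAs called higher in day 6 GFP+ cells than in GFP neg cells, with 1 point per library (n = 3 per group) on a logarithmic axis.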

Differential expression analysis between day 6 GFP^+^ and GFP^neg^ cells identified seven miRNAs enriched in the GFP^+^ population (Fold change >2 with adjusted p-value < 0.05)(Fig. 1e; Supplementary Table 2). Among the seven overrepresented miRNAs, six have been reported to have important roles in murine cardiac development. For example, *MIR133A1* and *MIR133A2* play critical roles in promoting pre-cardiac mesoderm, while suppressing endodermal and neuroectodermal lineages^24^. 

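In day 6 GFP+ cells *MIR133A1* averaged 3552 ± 1629 CPM (mean ± SD, n = 3), against 709 ± 273 in GFP neg cells. Its log_2_ fold change was 2.32 (standard error 0.55, adjusted p = 0.0337). *MIR133A2* went from 2067 ± 827 to 10400.0 ± 4792 CPM, a log_2_ fold change of 2.33 (standard error 0.55, adjusted p = 0.0337). The groups did not overlap for either miRNA. The 2 loci may not be independent measurements, since 29 of the 81 windows of the *MIR133A2* hairpin, on chromosome 20 in an exon of *MIR1-1HG*, also match chromosome 18. The log_2_ ratio of the 2 loci varied by an SD of 0.022 over the 15 libraries, while the counts spanned 4.75 log_2_ units. Both calls were lost without GFP neg replicate 1 (adjusted p = 0.193), GFP neg replicate 2 (0.069), GFP+ replicate 1 (0.0749) or GFP+ replicate 3 (0.137). The third locus of the family, *MIR133B*, changed by 1.65 (standard error 0.57, adjusted p = 0.161).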

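Day 6 GFP+ cells held 1198 ± 389 CPM of *MIR125B1* (mean ± SD, n = 3) and GFP neg cells held 471 ± 70.5, with no overlap between the libraries. The log_2_ fold change was 1.35 (standard error 0.26, adjusted p = 0.00827). *MIR125B2*, the other locus of this mature miRNA, rose from 704 ± 90.9 to 2025 ± 736 CPM, with a log_2_ fold change of 1.52 (standard error 0.28, adjusted p = 0.00753). The longest stretch identical between the 2 hairpins was 24 nucleotides, and 3 of the 67 windows of the *MIR125B1* hairpin occur elsewhere. Without GFP neg replicate 1 the adjusted p of *MIR125B1* was 0.0859, at a log_2_ fold change of 1.23, and without GFP+ replicate 3 it was 0.0578, at 1.07.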

We also observed higher levels of *MIR125B1* in d6 cardiac progenitors, which plays a role in mesoderm development^25^ and regulates *MEF2d* in the HL-1 atrial myocyte cell line. Q-PCR of the cardiomyogenic miRNAs *MIR1-1*, *MIR133A*1 and *MIR208A* showed these were more highly expressed in day 6 cardiac mesoderm while MIR499 was not differentially expressed between GFP^neg^ and GFP^+^ cells (Fig. 1g,h). In addition, four miRNAs (*MIR122*, *MIR126*, *MIR1247* and *MIR127*) were expressed at higher levels in GFP^neg^ mesodermal progenitors than GFP^+^ cells. 

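*MIR122* averaged 429.1 ± 113 CPM in GFP neg cells and 52.3 ± 28.0 in day 6 GFP+ cells (mean ± SD, n = 3), a log_2_ fold change of -3.03 (standard error 0.56, adjusted p = 0.00753). *MIR1247* averaged 139 ± 54.5 against 45.3 ± 6.84, a log_2_ fold change of -1.62 (standard error 0.31, adjusted p = 0.00777). *MIR126*, in an intron of *EGFL7*, averaged 5809 ± 2124 against 2068 ± 876, a log_2_ fold change of -1.49 (standard error 0.36, adjusted p = 0.0353). *MIR127* averaged 84.0 ± 4.61 against 40.5 ± 20.4, a log_2_ fold change of -1.06 (standard error 0.28, adjusted p = 0.0460). The GFP+ and GFP neg libraries did not overlap for these 4 miRNAs. The remaining lower calls were *MIR320B1* at -1.98 (adjusted p = 0.0362), *MIR320B2* at -1.75 (adjusted p = 0.0447), *MIR320C1* at -2.37 (adjusted p = 0.0443) and *MIR4449* at -1.28 (adjusted p = 0.0460). In these the groups overlapped, since GFP neg replicate 2 held 66.9 CPM of *MIR320B1* against 286 in GFP neg replicate 3 and 65.0 ± 8.68 in GFP+ cells. Hairpin windows found elsewhere in the genome numbered 6 of 58 for *MIR320B1*, 10 of 117 for *MIR320B2* and 16 of 67 for *MIR320C1*. The number of lower calls ran from 0, without GFP neg replicate 1, to 11, without GFP neg replicate 2, and without GFP+ replicate 3 it was 1, *MIR122*. It was 2 without GFP neg replicate 3 or GFP+ replicate 1, and 4 without GFP+ replicate 2. *MIR126* and *MIR127* were each lost in 5 of the 6 fits with 1 library left out, and in RLE scaling (adjusted p = 0.0507 and 0.0721). *MIR1247* was lost without GFP neg replicate 1 (adjusted p = 0.0674) or GFP+ replicate 3 (0.0563), and *MIR122* only without GFP neg replicate 1 (0.0577).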

(Fig. 1e; Supplementary Table 2). These miRNAs have been implicated in a wide range of non-cardiac processes such as liver homeostasis, hematopoiesis and self-renewal of cancer stem cells^26–28^.

To identify miRNAs that may be important drivers of cardiomyocyte differentiation, we compared the expression profile of d6 and d10 GFP positive cells (Fig. 1d,f). This analysis identified a total of 112 differentially expressed miRNAs (Supplementary Table 2). 

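Between day 6 and day 10 GFP+ cells, 62 miRNAs were called higher at day 10 and 64 lower. On adjusted p alone 191 passed, 98 higher and 93 lower. The libraries of the 2 days did not overlap in 220 miRNAs (52.5%), against 10% by chance, and in all but 1 of the calls. Leaving out each library in turn gave from 55 to 72 higher and from 54 to 69 lower calls. Among the settings that kept the 2-fold limit, scaling by library size moved these counts most. It gave 30 higher and 134 lower calls, so the share called higher fell from 49.2% to 18.3%. That scaling shifted the median log_2_ change from 0.03 to -0.57, so a single miRNA's direction is read against that shift. Voom with cyclic loess and limma, the paper's method, gave 60 higher and 52 lower calls, and 95 of the calls were shared with it.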

Studies in the mouse have identified a core miRNA network involved in cardiomyocyte function^9^. The known myomiRs (*miRNA-1-1,-1-2,133b* and *-208*)^9^ were all expressed at higher levels at day 10 compared to day 6. Moreover, *MIR499*, a miRNA located within the intron of *myosin heavy chain 7b* (*MYH7b*), which encodes a cardiomyocyte sarcomeric protein, showed the highest differential expression (5.62 fold) in day 10 cardiomyocytes^29^. 

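*MIR1-1* rose from 513 ± 361 CPM in day 6 GFP+ cells to 9217 ± 5039.8 at day 10 (mean ± SD, n = 3), a log_2_ fold change of 4.17 (standard error 0.70, adjusted p = 0.000239). *MIR1-2*, which gives the same mature miRNA, changed by 4.16 (standard error 0.69, adjusted p = 0.000238). The log_2_ ratio of these 2 loci had an SD of 0.097 over the 15 libraries, where counting error alone gives 0.119, and 5 of the 56 windows of the *MIR1-1* hairpin recur on chromosome 18. *MIR133B* rose from 17.8 ± 9.28 to 64.6 ± 25.5 CPM, a log_2_ fold change of 1.84 (standard error 0.50, adjusted p = 0.00739). *MIR208B*, in an intron of *MYH7*, rose from 15.1 ± 8.23 to 104 ± 72.8, a log_2_ fold change of 2.79 (standard error 0.60, adjusted p = 0.00148). As a set of 8 with *MIR133A1*, *MIR133A2*, *MIR208A* and *MIR499A*, the myomiRs had a median log_2_ fold change of 2.31 (range 0.72 to 5.54, all positive). The rotation test fry of limma gave an adjusted p = 0.0028 for the set over the 15 set tests, and camera an adjusted p = 0.00072. Among the 8, 7 were calls over all miRNAs and 7 when adjusted over the list alone. The set median, taken by each fit, moved most with 1 alternative scaling, library size alone, to 1.63.

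**Figure D2:**
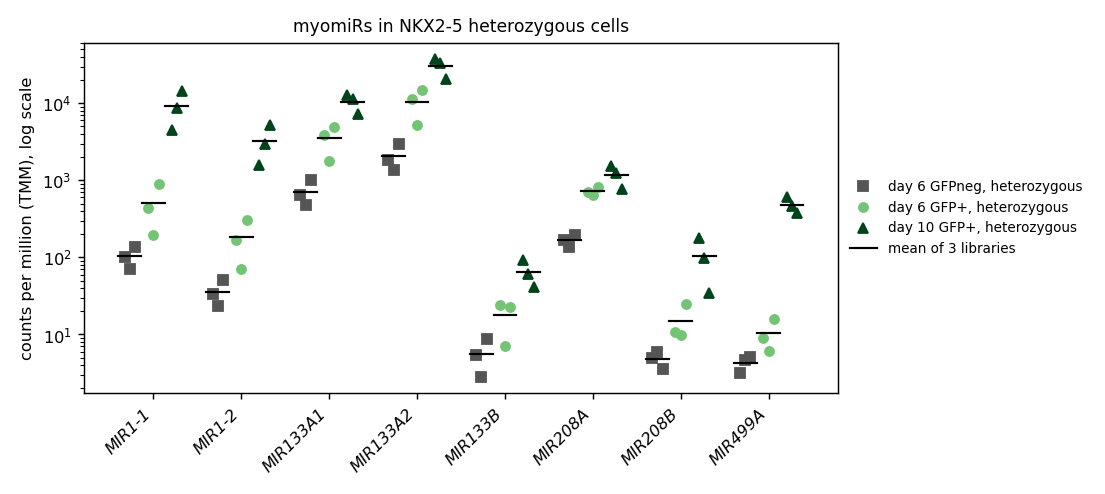
CPM of the 8 myomiRs in day 6 GFP neg, day 6 GFP+ and day 10 GFP+ *NKX2-5* eGFP/w libraries, with 1 point per library (n = 3 per group) on a logarithmic axis.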

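*MIR499A* (ENSG00000207635), on chromosome 20 in an intron of *MYH7B*, went from 10.3 ± 5.04 CPM at day 6 to 484 ± 116 at day 10 in GFP+ cells (mean ± SD, n = 3). Its log_2_ fold change of 5.54 (standard error 0.43, adjusted p = 2.94e-07) was the largest rise among the miRNAs tested. This value is on the log_2_ scale, and as a plain ratio it is a 46.6-fold rise. No window of its hairpin occurs elsewhere in the genome. It ran from 5.29 to 5.98 as each library was left out, and its lowest value over the alternative settings was 4.97, in library-size scaling.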

Q-PCR profiling of miRNA expression in day 10 GFP^+^ cardiomyocytes confirmed these key miRNAs are more highly expressed in cells committed to the cardiomyocyte lineage (Fig. 1h). *MIR1-1*, *MIR133A1*, *MIR208A* and *MIR145* expression levels are further upregulated in the day 10 *NKX2-5*^*eGFP/w*^ GFP^+^ populations relative to day 6 populations. 

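*MIR133A1* rose from day 6 to 10506 ± 2958 CPM at day 10 in *NKX2-5* eGFP/w GFP+ cells (mean ± SD, n = 3), a log_2_ fold change of 1.56 (standard error 0.54, adjusted p = 0.0256). Its sister locus *MIR133A2* changed by 1.56 (adjusted p = 0.0268). *MIR208A* reached 1187 ± 394 CPM, a log_2_ fold change of 0.72 (standard error 0.27, adjusted p = 0.0405), below the 2-fold limit. The days overlapped for *MIR208A*, because day 10 replicate 3 held 773 CPM. *MIR145* went from 1429.5 ± 584 to 2564 ± 1065 CPM, a log_2_ fold change of 0.84 (standard error 0.38, adjusted p = 0.0851), and its groups overlapped. The adjusted p of these 3 miRNAs crossed 0.05 with the settings, unlike that of *MIR1-1*, which stayed at or under 0.00289 with 1 library left out. Without day 10 replicate 1 or 2 and without day 6 replicate 1 or 2, *MIR133A1* had adjusted p = 0.0678, 0.0592, 0.0748 and 0.106. Over the alternative settings its adjusted p ran from 1.00e-07 to 0.121, that of *MIR208A* from 0.0259 to 0.678 and that of *MIR145* from 0.0216 to 0.549. The log_2_ fold change of *MIR208A* ran from 0.47 to 0.91 with 1 library left out, with its adjusted p from 0.0112 to 0.181. *MIR145* passed without day 10 replicate 3 (adjusted p = 0.0487) or day 6 replicate 3 (0.049).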

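At day 6 the myomiR set *MIR1-1*, *MIR1-2*, *MIR133A1*, *MIR133A2*, *MIR133B*, *MIR208A*, *MIR208B* and *MIR499A* was already higher in GFP+ than in GFP neg cells. The median log_2_ fold change was 2.22 (range 1.25 to 2.33), with 8 of 8 positive. Fry gave an adjusted p = 0.0215 and camera an adjusted p = 1.82e-09. Over all miRNAs 3 of the 8 were calls, *MIR133A1*, *MIR133A2* and *MIR208A*, and all 8 were when adjusted over the list alone. *MIR1-1* averaged 103 ± 32.2 CPM in GFP neg cells, and its day 6 log_2_ fold change was 2.31 (standard error 0.65, adjusted p = 0.0585). It became a call without day 6 GFP+ replicate 2 (adjusted p = 0.0322), in DESeq2 (0.0264), by voom with sample weights (0.0185) and when scaled by library size (0.0479). It was also a call with the filter at 1 CPM (adjusted p = 0.0381), with only the groups compared (0.0491) and with a block for the replicate number (0.02). Without a filter it was a call (adjusted p = 7.73e-16), but its standard error there was 0.263, against 0.65 in the main test. Its highest adjusted p over the alternative settings was 0.176. *MIR208B* changed by 1.65 (adjusted p = 0.264) and *MIR499A* by 1.25 (adjusted p = 0.230), from 4.28 ± 1.03 CPM in GFP neg cells. The counts of *MIR1-1* and *MIR1-2*, and those of the *MIR133A* loci, kept a nearly fixed ratio, so the 8 loci may hold fewer than 8 independent measurements. The set median ran from 1.59 to 2.43 with 1 library left out, and fry gave an unadjusted p under 0.05 in each of these fits.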

The data indicates that expression of canonical myogenic miRNAs is established early in cardiomyocyte differentiation.

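The miRNAs that the paper associates with proliferation were tested as a set between day 6 and day 10 GFP+ *NKX2-5* eGFP/w cells. Of its 54 members 53 were tested, and *MIR517C* was below the filter. The median log_2_ change at day 10 was -0.02 (range -1.70 to 2.48), with 25 members higher and 28 lower. Fry gave an adjusted p = 0.876 for a common direction and an adjusted p = 1.05e-06 for changes in either direction. Camera gave an adjusted p = 0.768. The fry test in either direction does not compare the list with other miRNAs. Between these days 191 of all the miRNAs tested had an adjusted p under 0.05. Its small p could therefore not tell whether this list changed more than the rest. Calls numbered 9 higher and 14 lower at day 10, over all miRNAs and also when adjusted over the list alone, and 31 members had an adjusted p under 0.05. *MIRLET7C* was the member with the largest rise. Members of the list may have been chosen on these same libraries, so the list is not independent evidence. Scaling by library size alone moved the median most, to -0.64, with an unadjusted fry p under 0.05, beside a median of -0.57 over all miRNAs. Without day 10 replicate 1 the median was -0.34, also with an unadjusted fry p under 0.05, and without day 10 replicate 3 it was -0.02, with the direction of the test turned.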

A set of miRNAs that regulate DNA synthesis were more highly expressed in the mesoderm progenitor stage compared to day 10 cardiomyocytes (Supplementary Fig. 1). 

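Of the miRNAs that the paper assigns to Hippo-YAP signalling, 27 of 27 were tested between day 6 and day 10 GFP+ *NKX2-5* eGFP/w cells. Their median log_2_ change at day 10 was -0.29 (range -1.72 to 1.59), with 11 higher and 16 lower. Fry gave an adjusted p = 0.0476 for a common fall and an adjusted p = 5.46e-07 for changes in either direction. The test in either direction does not compare the list with other miRNAs. Among all the miRNAs tested, 191 had an adjusted p under 0.05 between these days. That test could therefore not tell whether this list changed more than the rest. Camera gave an adjusted p = 0.365, so the common fall was called by fry alone, and not in every fit. The list may have been chosen on these same libraries, and many of its members are also in the paper's proliferation list. Calls numbered 3 higher and 8 lower, over all miRNAs and also when adjusted over the list alone, and 15 members had an adjusted p under 0.05. The higher members were *MIR651* at 1.59, *MIR30D* at 1.45 and *MIR30E*. The lower members were *MIR371A* at -1.72, *MIR188* at -1.67, *MIR551A* at -1.51, *MIR520G* at -1.44, *MIR520D* at -1.38, *MIR525* at -1.22, *MIR577* at the 2-fold limit, and *MIR302E*. Without day 10 replicate 3 the median was -0.17 and the unadjusted fry p was over 0.05, and over the fits with 1 library left out it ran from -0.52 to -0.17. Library-size scaling alone moved it most, to -0.93.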

The Hippo-YAP pathway is an established driver of cardiomyocyte proliferation^30–32^ and miRNA regulators of this network are differentially expressed between day 6 mesodermal progenitors and the early cardiomyocyte cells at day 10 (Supplementary Fig. 2). For example, *MIR30E*, which is a known repressor of YAP1 expression^33^ is more highly (2 fold) expressed in day 10 cardiomyocytes. Conversely, *MIR302a* (2.2 fold) and *MIR302e* (2.5 fold) are found in the highly proliferative cardiac progenitor population but are lower in day 10 cardiomyocytes. This finding is consistent with the known function of the *miR302–367* cluster in repressing the Hippo pathway components *Mst1*, *Lats3* and *Mob1b* and, therefore, cardiomyocyte proliferation^31^. Thus, the *NKX2-5*^*eGFP*^ positive day 6 population expresses a cohort of miRNAs consistent with the highly proliferative nature of this cardiac progenitor population.

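*MIR30E*, in an intron of *NFYC*, averaged 15208 ± 2997 CPM at day 6 and 40650.0 ± 6332 at day 10 in GFP+ cells (mean ± SD, n = 3), with no overlap. The log_2_ fold change was 1.42 (standard error 0.21, adjusted p = 8.72e-05), a 2.67-fold rise. It ran from 1.28 to 1.56 as each library was left out. Over the alternative settings it ran from 0.83, in library-size scaling, to 1.45, and the adjusted p from 1.30e-09 to 0.0031.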

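*MIR302A*, in an exon of *MIR302CHG*, averaged 18670.0 ± 1079.6 CPM at day 6 and 11658 ± 1868 at day 10 in GFP+ cells (mean ± SD, n = 3). The log_2_ fold change was -0.68 (standard error 0.18, adjusted p = 0.00558), 1.60-fold lower and within the 2-fold limit. *MIR302E*, an intergenic locus on chromosome 11, averaged 15.6 ± 0.631 at day 6 and 4.68 ± 3.27 at day 10, with counts of 33, 29 and 31 against 16, 6 and 4. Its log_2_ fold change was -1.70 (standard error 0.38, adjusted p = 0.00216), 3.25-fold lower, and 3 of its 51 hairpin windows occur elsewhere. Across the fits that left out 1 library *MIR302A* ran from -0.86 to -0.61 and *MIR302E* from -2.44 to -1.45. Over the alternative settings *MIR302A* ran from -1.30, in library-size scaling, to -0.62 (adjusted p from 2.11e-06 to 0.0799), and *MIR302E* from -2.28 to -1.32 (0.000307 to 0.0137).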

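The cluster of *MIR302A*, *MIR302B*, *MIR302C*, *MIR302D* and *MIR367* had a median log_2_ change of -1.04 at day 10 in *NKX2-5* eGFP/w GFP+ cells, and fry gave an adjusted p = 0.000695 over 10 such tests of cell-type lists. Its calls over all miRNAs were *MIR302C* at -1.41 (adjusted p = 0.000506), *MIR302D* at -1.04 (adjusted p = 0.000361) and *MIR367* at -1.16 (adjusted p = 0.0360), with *MIR302B* at -0.95 (adjusted p = 0.00716). At day 6 the cluster did not separate GFP+ from GFP neg cells, with a median of -0.10 (fry, adjusted p = 0.549). From its DNA synthesis miRNAs, the later rise of *MIR30E*, a YAP1 repressor, and the fall of *MIR302* members, which restrain Hippo components, the paper proposes that the day 6 GFP+ miRNAs match a proliferating progenitor. Proliferation itself was not measured in these libraries.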

### *NKX2-5* is not required to establish the cardiac microRNAome

In order to determine if *NKX2-5* is required to establish the human cardiac miRNAome, we isolated cardiac progenitors and early cardiomyocytes from *NKX2-5*^*−/−*^ (*NKX2-5*^*eGFP/eGFP*^) hESCs^19^. 

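The *NKX2-5* eGFP/eGFP line carries eGFP at both *NKX2-5* alleles and so lacks the functional gene. Day 6 and day 10 GFP+ cells were each sequenced in 3 replicates, on the same lane as the *NKX2-5* eGFP/w libraries. The count table covers miRNA genes only, so the loss of *NKX2-5* could not be checked in these libraries. Library totals ran from 1392179 to 1635831 (median 1446293, mean 1491434 ± 127945 SD) at day 6 and from 2771469 to 3217859 (median 3088000, mean 3025776 ± 229608 SD) at day 10. TMM factors were 1.16 to 1.25 at day 6 and 0.803 to 0.812 at day 10. Null and *NKX2-5* eGFP/w cells were compared at each day, averaged over both days, and in their change from day 6 to day 10.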

Day 6 cardiac mesodermal cells and day 10 cardiomyocytes were isolated by flow cytometry and subjected to small RNA sequencing (Fig. 2a,b). 

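In *NKX2-5* eGFP/eGFP cells 68 miRNAs were called higher at day 10 than at day 6 and 51 lower. On adjusted p alone 180 passed, and 225 had an unadjusted p under 0.05. The libraries of the 2 days did not overlap in 248 miRNAs (59.2%), against 10% by chance, and in 113 of the 119 calls. The share called higher was 57.1% with TMM, 45.0% with RLE, 45.4% in DESeq2, 39.0% with the filter at 1 CPM and 19.9% when scaled by library size alone. The median log_2_ change was 0.12 with TMM and -0.45 when scaled by library size, which left 31 higher calls. The filter at 1 CPM raised the lower calls to 97. Higher calls with 1 library left out ran from 58 to 73 and lower calls from 34, without day 6 null replicate 1, to 57. *MIR1-1* rose from 402 ± 398 to 10351 ± 1432 CPM (mean ± SD, n = 3), a log_2_ fold change of 4.69 (standard error 0.72, adjusted p = 0.000153). *MIR133A1* changed by 1.84 (standard error 0.54, adjusted p = 0.0129), *MIR208A* by 1.30 (standard error 0.27, adjusted p = 0.00166) and *MIR499A* by 5.56 (standard error 0.43, adjusted p = 2.84e-07). The calls of *MIR133A1* and *MIR133A2* were lost without day 6 null replicate 2 (adjusted p = 0.0508 and 0.0526). They were also lost when scaled by library size (0.0503 and 0.0522). All 8 myomiRs were calls, with a median log_2_ fold change of 2.74 (range 1.30 to 5.56, fry, adjusted p = 0.000976). Camera gave an adjusted p = 6.18e-05, and 8 were calls when adjusted over the list alone. The largest falls were *AP002806.1* at -4.74, *MIR4488* at -4.45, *MIR4516* at -3.62, *MIR520F* at -3.07 and *MIR3178* at -2.68. Of 166 miRNAs called in either genotype, 79 were called in both, 48 higher and 31 lower, and 0 in opposite directions. The log_2_ changes of the 2 genotypes correlated across miRNAs, which are not independent replicates, at r = 0.912 (Spearman 0.888), with a slope of 0.875, and 87.1% had the same sign.

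**Figure D3:**
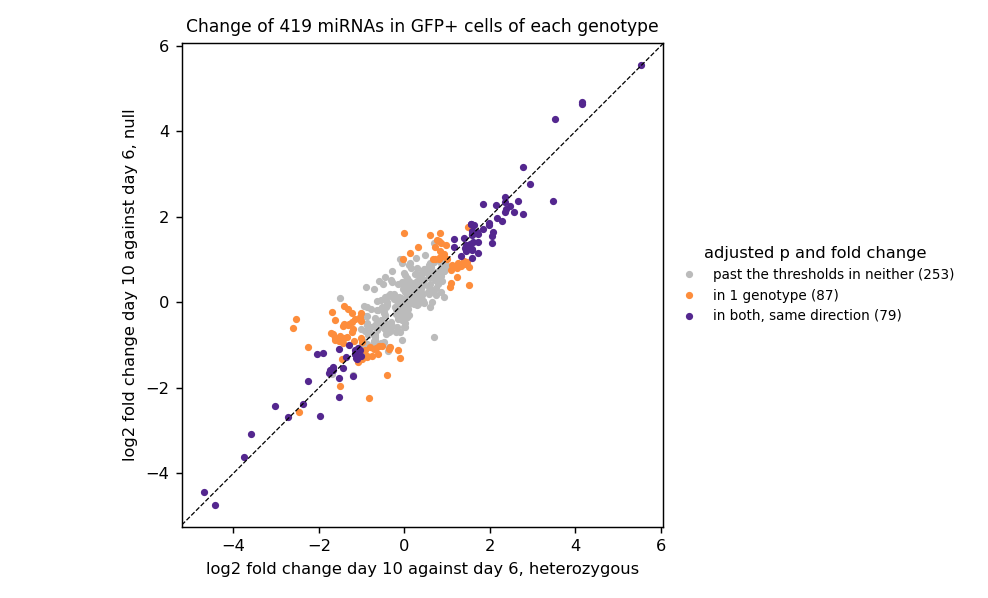
The log_2_ change from day 6 to day 10 of each miRNA tested in *NKX2-5* eGFP/w and *NKX2-5* eGFP/eGFP GFP+ cells, with the 79 miRNAs called in both marked and the line of equal change dashed.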

Similar to the heterozygous *NKX2-5*^*eGFP/w*^ cells, the day 10 *NKX2-5*^*−/−*^ cells differentially expressed miRNAs, including members of the myomiRs consistent with the cardiomyogenic cell phenotype (Fig. 2b; Supplementary Table 3). This result was confirmed by Q-PCR for the myomiRs *MIR1-1*, *MIR133A1*, *MIR208A* and *MIR499*. Strikingly, non-hierarchical clustering and principal component analysis demonstrated that day of differentiation was a larger discriminator between samples than *NKX2-5* genotype (Fig. 2d,e; Supplementary Table 3). 

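Across the 12 GFP+ libraries the first principal component held 68.7% of the variance and the second 10.4%. On the first component day 6 libraries lay from -15.1 to -7.1 and day 10 libraries from 9.2 to 14.4, in both genotypes. The difference between days took 66.1% of the squared distance between libraries (exact permutation p = 0.00216, the smallest possible over 924 arrangements). The difference between genotypes took 3.05% (exact permutation p = 0.68 over 400 arrangements within days). Null and *NKX2-5* eGFP/w libraries lay 11.03 ± 1.47 apart at day 6 and 12.79 ± 3.74 apart at day 10, close to the distances within 1 genotype of 12.55 among day 6 null and 10.04 ± 1.25 among day 10 null libraries. In a complete-linkage tree the top branch, at a height of 32.33, separated the days, and the next, at 19.62, lay within a day. Day 10 *NKX2-5* eGFP/w replicate 3 stood apart on the second component, at -12.6 against -2.7 to 5.4 for the others. The share of the days moved most, to 45.7%, among the alternative settings, with the permutation p unchanged. With 1 library left out it ran from 64.8% to 70.4%, and the share of the genotypes from 3.63% to 4.83%.

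**Figure D4:**
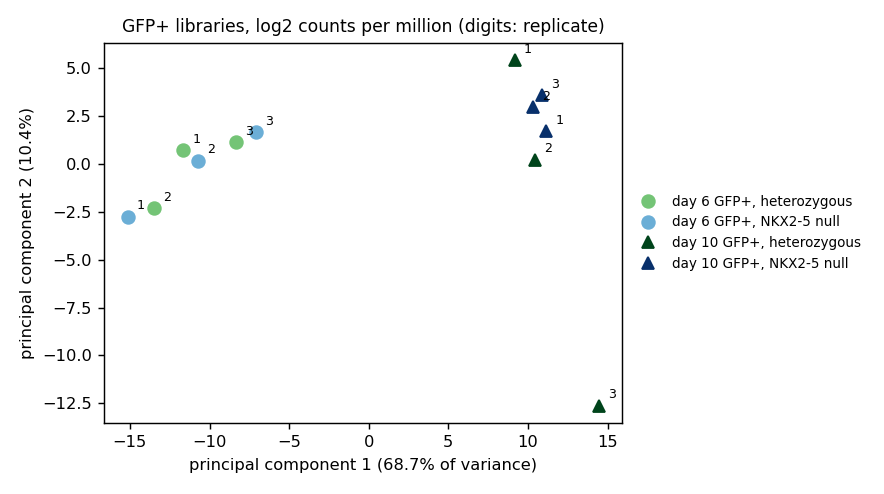
First (68.7%) and second (10.4%) principal components of the 12 GFP+ libraries, with colour for day and genotype and the digit of each replicate.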

The canonical cardiac myomiRs, such as *MIR1-1*, *MIR126*, *MIR133* and *MIR208*, were unperturbed in *NKX2-5* knockout cardiomyocytes (Fig. 2b,e,f,g). 

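At day 10, *MIR1-1* differed between null and *NKX2-5* eGFP/w cells by a log_2_ fold change of 0.17 (standard error 0.61, adjusted p = 0.957) and a 95% confidence interval of -1.13 to 1.46. *MIR126* differed by 0.49 (standard error 0.36, adjusted p = 0.760) and an interval of -0.27 to 1.24, from 2279 ± 217 CPM in *NKX2-5* eGFP/w cells to 3195 ± 1073 in null cells (mean ± SD, n = 3). *MIR133A1* differed by 0.03 (standard error 0.52, adjusted p = 0.974) and an interval of -1.08 to 1.14. *MIR208A* differed by 0.32 (standard error 0.27, adjusted p = 0.763) and an interval of -0.24 to 0.89. *MIR208B* and *MIR499A* differed by 0.13 and 0.19. A 2-fold difference lay inside the intervals of *MIR1-1*, *MIR126* and *MIR133A1*, and outside that of *MIR208A*. The median of the 8 myomiRs was 0.17 (range 0.03 to 0.32, fry adjusted p = 0.835, camera adjusted p = 0.578). There were 0 calls among them, over all miRNAs and when adjusted over the list alone, where the smallest adjusted p was 0.951. At day 6 the median was -0.25, with 1 positive and 7 negative (fry adjusted p = 0.754, camera adjusted p = 0.201), and 0 calls, with a smallest adjusted p of 0.753 when adjusted over the list alone. That direction depended on single libraries, at 0.12 without null replicate 1 and -1.24 without null replicate 3, where fry gave an unadjusted p under 0.05. Without *NKX2-5* eGFP/w replicate 1 the day 10 difference of *MIR1-1* was -0.16, and without *NKX2-5* eGFP/w replicate 3 or null replicate 3 that of *MIR133A1* was -0.16 or -0.05.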

Further, even miRNAs with proximal NKX2-5 binding sites^19^, such as *MIR138-*2 were not dysregulated (Fig. 2g). Indeed, we did not identify any miRNAs that required NKX2-5 activity in day 10 cardiomyocytes (Fig. 2e,g) for appropriate expression.

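*MIR138-2* (ENSG00000207649), an intergenic locus on chromosome 16, averaged 16.9 ± 8.60 CPM in *NKX2-5* eGFP/w cells and 44.1 ± 5.90 in null cells at day 10 (mean ± SD, n = 3). The libraries held 24.8, 18.1 and 7.71 against 50.7, 39.3 and 42.3, and the groups did not overlap. The log_2_ fold change was 1.37 (standard error 0.32, 95% confidence interval 0.69 to 2.05), with an unadjusted p under 0.05 and an adjusted p of 0.240 over the miRNAs tested. It was not a call here, although its interval did not include 0. Over the alternative settings the log_2_ fold change ran from 1.23 to 1.52 and the adjusted p from 0.0117, in DESeq2, to 0.503. It was also called by voom with sample weights (adjusted p = 0.0307) and without a filter (0.0333). With 1 library left out the log_2_ fold change ran from 1.06 to 1.74 and the adjusted p from 0.0518 to 0.57. At day 6 it averaged 53.2 ± 6.06 in *NKX2-5* eGFP/w cells and 59.0 ± 13.1 in null cells. Its fall by day 10 was -1.63 (adjusted p = 0.000726) in *NKX2-5* eGFP/w cells and -0.42 (adjusted p = 0.257) in null cells. The direct test of a difference in day change gave 0 calls and a smallest adjusted p of 0.657 over all miRNAs. The 2 falls were therefore not shown to differ. *MIR138-1*, whose hairpin shares 25 nucleotides with it, differed by 1.06 (adjusted p = 0.417) at day 10. The counts of the 2 loci kept a ratio no more variable than counting alone gives (chi-square over its degrees of freedom 0.79), so they may not be independent measurements.

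**Figure D5:**
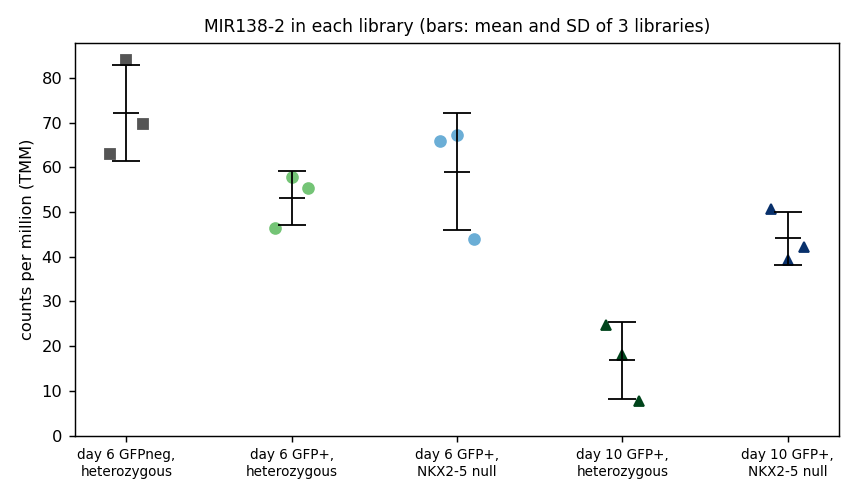
CPM of *MIR138-2* in the 5 groups, with 1 point per library (n = 3 per group), the mean and the SD.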

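At day 10, 0 miRNAs were called between null and *NKX2-5* eGFP/w cells, 35 had an unadjusted p under 0.05 against 21 expected by chance, and the smallest adjusted p was 0.24. At day 6, 0 were called, 7 had an unadjusted p under 0.05, and the smallest adjusted p was 0.157. Groups did not overlap in 46 miRNAs (11.0%) at each day, against 10% by chance. The 95% confidence interval lay within a 2-fold change for 264 miRNAs (63.0%) at day 10 and 293 (69.9%) at day 6, so for the remainder a 2-fold difference was not excluded. The median standard error at day 10 was 0.298, and 13 miRNAs differed by more than 2-fold there, against 4 at day 6. After *MIR138-2*, the smallest adjusted p values at day 10 were those of *MIR548Y*, at 1.48 (adjusted p = 0.248), and *MIR516A2*, at -1.07 (adjusted p = 0.248). Hairpin windows found elsewhere numbered 59 of 89 for *MIR548Y* and 61 of 69 for *MIR516A2*. The smallest day 6 values were those of *MIR371A*, at -1.11 (adjusted p = 0.157), and *MIR372*, at -0.98 (adjusted p = 0.157). The alternative settings moved the day 6 count, to 2 by voom with sample weights (*MIR371A* and *MIR372*, adjusted p = 0.0204) and to 1 without a filter (*MIR371A*, adjusted p = 0.0342), within a range of 0.0204 to 0.346. At day 10 *MIR138-2* was the 1 call in DESeq2 and by voom with sample weights, and without a filter *MIR122* (log_2_ fold change 1.31, adjusted p = 0.00131) joined it. No other setting called *MIR122* between genotypes at day 10. Calls stayed at 0 in every fit with 1 library left out, while without *NKX2-5* eGFP/w replicate 1 there were 85 miRNAs with an unadjusted p under 0.05 and without *NKX2-5* eGFP/w replicate 3 there were 19. Beside the grouping of libraries by day, the paper reports that it identified no miRNA needing NKX2-5 for its expression at day 10.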

**Figure 2:**
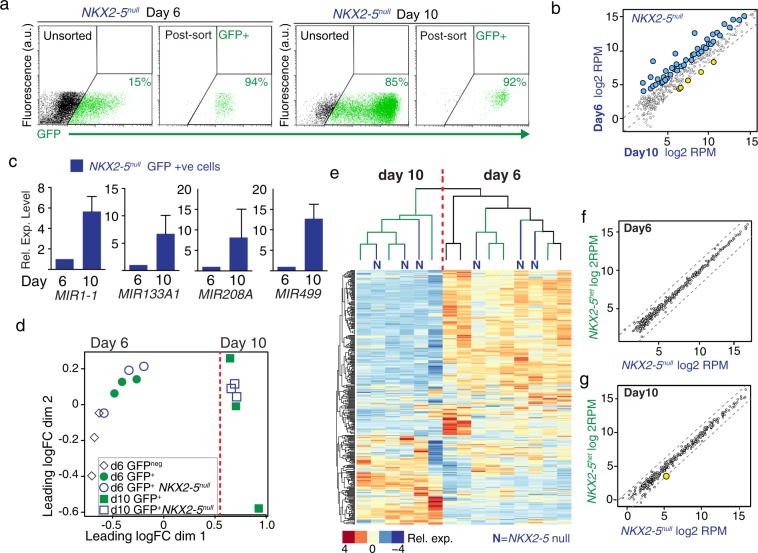
*NKX2-5* is dispensable for establishing the appropriate human cardiomyocyte microRNA profile. (**a**) Flow cytometric purification of *NKX2-5* null (*NKX2-5*^*−/−*^) cardiac progenitors and cardiomyocytes based on eGFP expression from the *NKX2-5* locus. Percentage of GFP^+^ cells shown on plots. (**b**) Dot plot representation of miRNA-seq expression (log_2_ RPKM values) for miRNAs in *NKX2-5*^*−/−*^ GFP positive cells at day 6 and day 10 of differentiation. Dashed lines mark 2-fold differential expression level. (**c**) Q-PCR profiling supports miRNA sequencing data and shows upregulation of canonical myogenic miRNAs during differentiation in *NKX2-5* null cells. (**d)** Multidimensional scaling plot of miRNA expression profiles from differentiating *NKX2-5* heterozyogote cells (GFP^neg^, GFP^+^) and *NKX2-5* null (d6 or d10 GFP^+^ *NKX2-5*^null^) at day 6 and 10 of differentiation. (**e**) Heat map of unsupervised hierarchical clustering of microRNA sequence profile (log_2_ RPM values); (**d**,**e)** show that samples cluster according to day of differentiation and not *NKX2-5* genotype. (**f)** Scatter plot of miRNA-seq expression (log_2_ RPM values) for miRNAs at day 6 of differentiation from *NKX2-5eGFP/* + and *NKX2-5−/−* cells showing no significantly differential expressed miRNAs. (**g)** Scatter plot of miRNA-seq absolute expression (log_2_ RPM values) for miRNAs at day 10 of differentiation from *NKX2-5eGFP/* + and *NKX2-5−/−* cardiomyocytes showing that no miRNAs are *NKX2-5* dependent. Yellow dot denotes *MIR138-2*.

## Discussion

Using differentiating human pluripotent stem cells as a model we describe the miRNAome of pre-contractile cardiac progenitor cells and contracting cardiomyocytes. Emerging *NKX2-5* positive cardiac progenitors are capable of giving rise to three cell lineages, namely cardiac muscle, endothelial and smooth muscle cells^18,23,34^. The microRNA profile of these cardiac progenitors is similar to NKX2-5 negative mesoderm, which likely reflects the recent separation (less than 24 hours) of these lineages. However, the canonical cardiac miRNAs (referred to as the myomiRs,^9^) are upregulated in the NKX2-5 positive day 6 population, consistent with the eventual differentiation of these cells toward cardiomyocytes. 

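Behind *MIR499A*, the largest rises from day 6 to day 10 in *NKX2-5* eGFP/w GFP+ cells were *MIR1-1* and *MIR1-2*, *MIR122* at 3.52 (standard error 0.57, adjusted p = 0.000168) and *AL359973.1* at 3.48 (standard error 0.52, adjusted p = 8.88e-05). The largest falls were *MIR4488* at -4.70 (adjusted p = 1.43e-05), *AP002806.1* at -4.44 (adjusted p = 0.000726), *MIR4516* at -3.76 (adjusted p = 0.000347), *MIR520F* at -3.58 (adjusted p = 9.88e-05) and *MIR1280* at -3.02 (adjusted p = 5.58e-06). Windows of 22 nucleotides found elsewhere in the genome numbered 31 of 53 for *AL359973.1*, 16 of 60 for *AP002806.1*, 60 of 65 for *MIR4516*, 10 of 66 for *MIR520F* and 5 of 73 for *MIR1280*. Leaving out 1 library, *MIR4488* ran from -5.01 to -4.51 and *MIR4516* from -4.57 to -3.07.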

By day 10 of differentiation the cardiomyocytes had upregulated 112 microRNAs, many of which had been previously identified as key drivers of myocardial function in the mouse^1,9^. This increase may be a reflection of phenotypic complexity occurring as cardiac progenitors mature into functional cardiomyocytes and require the on-going regulation of the definitive cardiomyocyte gene expression program.

A highly conserved network of transcription factors drives both cell specification and spatio-temporal patterning during heart development^35,36^. At present, our understanding of the regulatory relationships between cardiac transcription factors and the cardiac miRNAome is limited, though systematic profiling provides a platform to further define these linkages^4,37^. Given its vital role in heart development^38^, we hypothesized that the transcription factor *NKX2-5* was necessary for the regulation of the cardiomyogenic miRNAs. Here we searched for *NKX2-5* dependent miRNAs and, surprisingly, found that no miRNAs were differentially expressed between *NKX2-5* heterozyogote and null cardiomyocytes. For example, in immature human cardiomyocytes *in vitro, NKX2-5* is not required to up-regulate microRNAs, such as miR-1-2^39^, that have been identified to play important roles in mouse heart development. Therefore, the phenotype observed in *NKX2-5* null cultures is not due to perturbed miRNA expression but rather the disruption of the cardiac myogenic transcriptional network, including *HEY2*^19^. Thus, it is possible that the key developmental transcriptional networks driving cardiomyogenesis do not directly establish the miRNAome and that early stage heart development can tolerate miRNA dysregulation^5^.

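Averaged over both days, 0 miRNAs were called between null and *NKX2-5* eGFP/w cells, with 23 at an unadjusted p under 0.05 and a smallest adjusted p of 0.648. The 95% confidence interval of this average lay within a 2-fold change for 89.0% of miRNAs. The change from day 6 to day 10 differed between genotypes in 0 calls, with 24 at an unadjusted p under 0.05 and a smallest adjusted p of 0.657. For that difference 29.8% of miRNAs had an interval within a 2-fold change, so it was less precise than the average. No alternative setting gave a call over 2-fold in either comparison. Without a filter, *MIR122* (log_2_ fold change 0.94, adjusted p = 0.00136) and *AP000318.1* (-0.95, adjusted p = 0.0459) passed the limit on adjusted p alone when averaged over days.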

A conditional knockout of Dicer, which results in a blockade of miRNA production, using *Nkx2-5* as a driver of Cre recombinase resulted in embryonic lethality at 12.5 days post-coitum (dpc), with the embryos showing pericardial edema and poorly developed ventricular myocardium^39^. However, the early stages of cardiomyogenesis were not disrupted in *Nkx2-5* driven *Dicer* knockouts with embryos at 11 dpc having normal appearance^39^. These findings suggest that cardiac microRNAs have restricted, non-critical roles early in heart development, in contrast to the essential roles that transcription factors within the cardiac gene regulatory network play. Furthermore, multiple studies implicate cardiac miRNAs in the pathophysiology of stress responsive cardiac hypertrophy^40–44^. Taken together these data suggest miRNAs have key roles in cardiomyocyte function and physiology, possibly as regulators of stress-responsive gene expression programs, rather than development. In this context, human pluripotent stem cell models provide an avenue to investigate the role of miRNAs in the pathogenesis of human myocardial disease and assess efficacy of miRNA-based therapeutics in a pre-clinical setting.

A caveat to this study is that differentiating human pluripotent stem cells lack the precise spatio-temporal cues present in the embryo. Therefore, it may be that the miRNA sequence profiles presented here do not fully reflect those found in the developing human foetus. In addition, this study focuses on very early stages of cardiogenesis and the regulatory role of *NKX2-5* may change over developmental time. A second limitation is that miRNA expression may be perturbed in NKX2-5^eGFP/w^ cardiomyocytes, however, we have previously demonstrated that NKX2-5 heterozygosity does not impact cardiomyocyte differentiation at this early stage^18,19^. It is possible that later in cardiomyocyte development *NKX2-5* is important for maintaining the appropriate mix of miRNAs in the heart. Nevertheless, our data suggest that in the early stages of human heart development the miRNAome does not require *NKX2-5*. Conversely, other key regulators of cardiac muscle development such as MEF2c, TBX5 and GATA4^2–4,45,46^, which are not disrupted in *NKX2-5* null cardiomyocytes^19^, may have a role in regulating cardiomyogenic miRNAs. Studies focussed on the regulatory nexus between the cardiac gene regulatory network^19,47,48^ and the miRNAome^17^ in the human context will be required to fully understand the transcriptional regulation of the cardiac microRNA network.

## Methods

### Ethical approvals

All experiments were approved by the Royal Children’s Hospital Research Ethics Committee (HREC 33001 A). Methods were carried out in accordance with the relevant guidelines and regulations provided by National Health and Medical Research Council (National Statement on Ethical Conduct in Human Research).

### Cell culture and cardiac differentiation

All cell culture reagents were purchased from Thermo Fisher unless stated otherwise. HES3 *NKX2-5*^*eGFP/w*^ and *NKX2-5*^*eGFP/eGFP*^ cell lines were routinely passaged using TrypLE Select and maintained on tissue culture flasks, as previously described^19^. To induce differentiation, hESCs were dissociated into single-cell suspension using TrypLE Select and seeded onto Geltrex coated (1:100 dilution) culture plates at 2.5 × 10^5^ cells/cm2 in basal differentiation media consisting of RPMI (Thermo 61870), B27 minus vitamin A (Thermo 12587) and 50 µg/ml ascorbic acid (Sigma A92902), further supplemented with 10 µM CHIR99021 (Tocris Bioscience 4423) and 80 ng/mL Activin A (Peprotech). Following 24 and 96 h of induction, media was replaced with basal media supplemented with 5 µM IWR-1 (Sigma I0161) and from day 5 onwards, differentiating cultures were maintained in basal media only until harvested for analysis.

### FACS analysis

To isolate cardiac-cell lineages from non-cardiac cell lineages, live cell sorting based on eGFP expression of differentiating cultures at either day 6 or day 10 were performed. Differentiating hESCs were dissociated, filtered through a 40 µM cell strainer and resuspended in PBS containing 2% fetal calf serum and 1 µg/mL propidium iodide. Flow cytometric gates of GFP positive and negative cells were set using negative control HESCs cultured in basal media containing 100 ng/ml bFGF. Sorted GFP positive and negative cells on day 6 and day 10 of differentiation were collected and snap frozen prior to RNA extraction. Cell sorting was done using BD Influx^TM^ cell sorters (BD Biosciences) and flow cytometric data was analyzed using Flowlogic software (Inivai Scientific).

### Next generation sequencing and bioinformatics analysis

Total RNA from GFP sorted populations on day 6 and day 10 differentiating cultures were prepared in triplicate using the miRNeasy Mini (Qiagen 217004). A minimum amount of 500 ng of total RNA was analyzed for RNA integrity and submitted for sequencing. Small RNA libraries were prepared using Truseq Small RNA Sample Prep Kit (Illumina) and small RNA sequencing was performed on the Illumina Hi-Seq platform using the Illumina CASAVA 1.8.2 software (Australian Genomic Research Facility). Short RNAs were sequenced as 50 base pair single end reads and all adapter and primer sequences were removed using *cutadapt*^49^. Bowtie aligner was used to map the 17-26 base pair single end reads to the human reference genome (hg19) allowing one mismatch. The uniquely mapped reads were summarized across microRNAs with featureCounts (Rsubread v1.20.6)^50^ using ensemble miRNA gene annotation. Lowly expressed miRNAs were filtered out (less than 10 counts per million in fewer than three samples). The data was Voom transformed with cyclic loess normalization, and differential expression assessed using empirical Bayes moderated t-tests from the R Bioconductor limma package (Version 3.20.9)^51^ through the statistical language R. Unbiased hierarchical clustering was performed using standard complete linkage and Euclidean distance. Data has been deposited on GEO (GSE134852).

### Quantitative PCR

To analyze miRNA gene expression levels, quantitative real time PCR was performed on differentiating cultures at day 6 and day 10. 1 µg of RNA was reversed transcribed using SuperScript® III (Invitrogen) and miRNA expression levels were determined using Taqman Gene Expression Assays with Taqman Universal PCR Master Mix (ThermoFisher) on the ABI 7300 Real-Time PCR detection system (Applied Biosystems). Transcript expression levels were normalized to the averaged expression of the reference gene snoRNA *RNU24*, and gene relative quantification was calculated using the 2^−∆∆**Ct**^ method.

## Supplementary information

Supplementary Information

Supplementary Table 2

Supplementary Table 3

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or the GEO database (http://www.ncbi.nlm.nih.gov/geo/, accession codes GSE134852) or from the corresponding author (DAE) upon reasonable request.

# Supplementary material for: The role of cardiac transcription factor NKX2-5 in regulating the human cardiac miRNAome
**Source:** Sci Rep. 2019 Nov 4;9:15928. doi: 10.1038/s41598-019-52280-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### The role of cardiac transcription factor *NKX2-5* in regulating the human cardiac miRNAome.

Deevina Arasaratnam<sup>1,2</sup>, Katrina M. Bell<sup>1</sup>, Choon Boon Sim<sup>1</sup>, Kathy Koutsis<sup>1</sup>, David J. Anderson<sup>1</sup>, Elizabeth L. Qian<sup>1</sup>, Edouard G. Stanley<sup>1,3,4</sup>, Andrew G. Elefanty<sup>1,3,4</sup>, Michael M. Cheung<sup>1,3</sup>, Alicia Oshlack<sup>1</sup>, Anthony J. White<sup>5</sup>, Charbel Abi Khalil<sup>6</sup>, James E. Hudson<sup>7</sup>, Enzo R. Porrello<sup>1,8</sup>, and David A. Elliott<sup>1,2,3\*</sup>.

## Supplementary Information

**Supplementary Table 1. Summary of small RNA sequencing data.**

| Sample                | miRNA<br>reads | % reads<br>miRNA | snoRNA<br>reads | % reads<br>snoRNAs |
|-----------------------|----------------|------------------|-----------------|--------------------|
| d6 GFP <sup>neg</sup> | 2061961        | 22               | 403256          | 4.3                |
| d6 GFP <sup>neg</sup> | 1814338        | 25               | 124178          | 1.7                |
| d6 GFP <sup>neg</sup> | 2141959        | 22               | 431677          | 4.4                |
| d6 GFP <sup>+</sup>   | 1822388        | 24.5             | 138515          | 1.9                |
| d6 GFP <sup>+</sup>   | 1550786        | 23.5             | 91198           | 1.4                |
| d6 GFP <sup>+</sup>   | 154552         | 21.9             | 124484          | 1.7                |
| d10 GFP <sup>+</sup>  | 2271422        | 27.5             | 141034          | 1.7                |
| d10 GFP <sup>+</sup>  | 2521212        | 36.8             | 173173          | 2.5                |
| d10 GFP <sup>+</sup>  | 2272235        | 30.6             | 166257          | 2.2                |

Supplementary Figures.

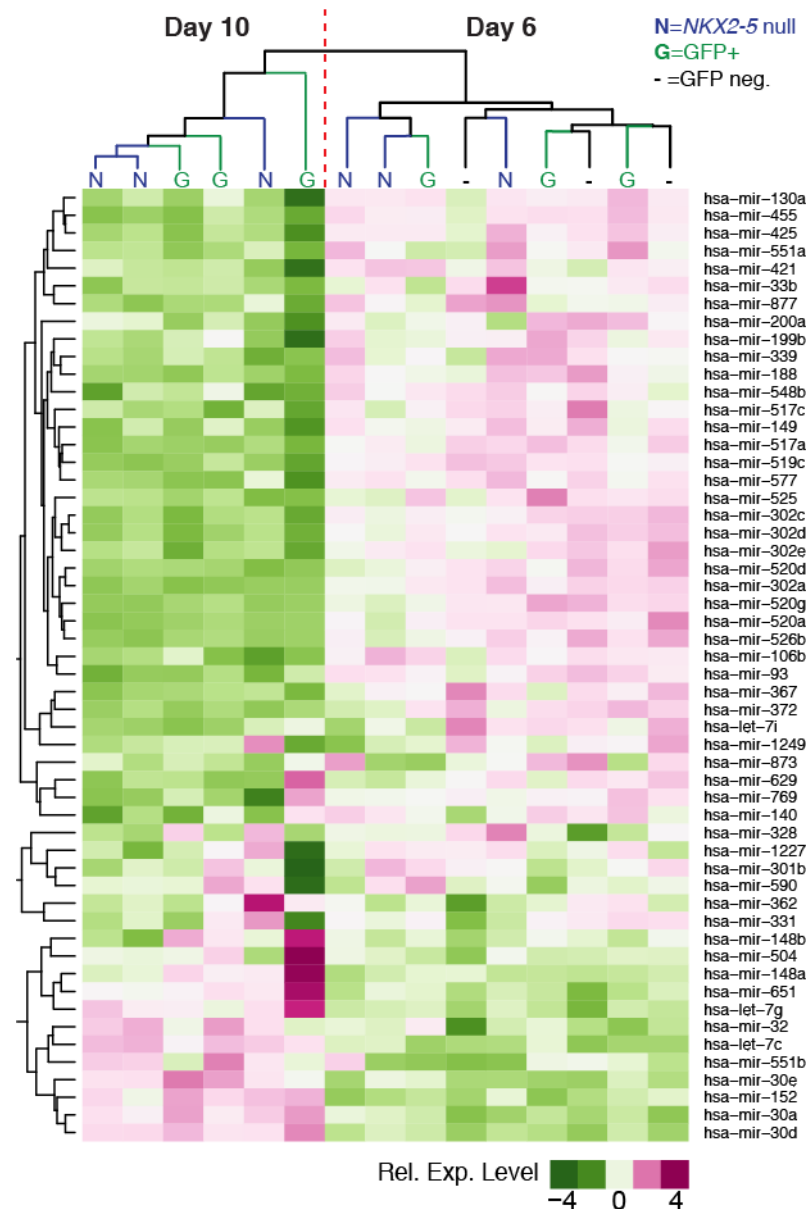

**Supplementary Figure 1. Day 6 *NKX2-5* positive cells are enriched for microRNAs associated with cell proliferation.** Heat map of unsupervised hierarchical clustering of microRNA sequence profile from day 6 and day 10 cells based on microRNA associated with cell proliferation ( $\log_2$  RPM values). Samples cluster more closely according to day of differentiation than *NKX2-5* genotype. Differential microRNA profiles suggest the day 6 samples are more proliferative than day 10. *NKX2-5* knockout cells are indicated in blue, while the *NKX2-5*<sup>*eGFP*</sup> positive cells are shown in green and negative cells in black.

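In *NKX2-5* eGFP/eGFP GFP+ cells the proliferation list changed from day 6 to day 10 in 9 higher and 8 lower calls, and 23 members had an adjusted p under 0.05 (fry, adjusted p = 0.754 for a common direction). Between genotypes 1 member passed at day 6 when adjusted over the list alone, *MIR372* (adjusted p = 0.0242, under 2-fold), and 0 did at day 10 (smallest adjusted p = 0.148). As a set the list gave a fry adjusted p of 0.602 at day 6 and 0.952 at day 10 between genotypes. Between day 6 GFP+ and GFP neg cells the fry adjusted p was also 0.952, with 0 calls and a smallest adjusted p of 0.743 over the list.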

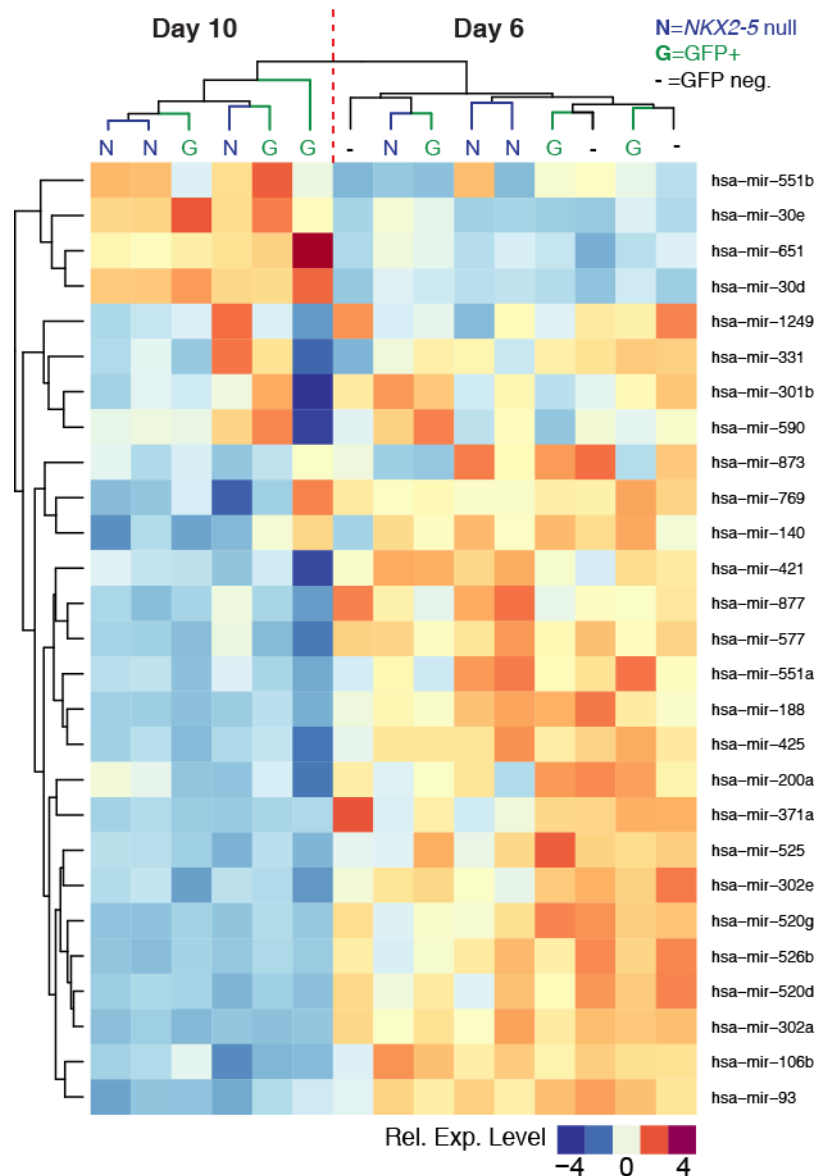

**Supplementary Figure 2. Differential expression of miRNAs in the Hippo/YAP pathway during cardiac differentiation.** Heat map of unsupervised hierarchical clustering of day 6 and day 10 samples based on microRNAs involved in the Hippo/YAP pathway ( $\log_2$  RPM values). Samples cluster more closely according to day of differentiation than *NKX2-5* genotype. Differential microRNA profiles suggest the day 6 samples have higher levels of Hippo/YAP signalling. *NKX2-5* knockout cells are indicated in blue, while the *NKX2-5*<sup>eGFP</sup> positive cells are shown in green and negative cells in black.

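The Hippo-YAP list in *NKX2-5* eGFP/eGFP GFP+ cells held 4 higher and 4 lower calls at day 10 against day 6, and 10 members had an adjusted p under 0.05 (fry, adjusted p = 0.754). Between genotypes 1 member was a call at day 6 when adjusted over the list alone, *MIR371A* (adjusted p = 0.0202), and 0 were at day 10 (smallest adjusted p = 0.128). The fry adjusted p between genotypes was 0.432 at day 6 and 0.754 at day 10. Between day 6 GFP+ and GFP neg cells it was 0.952, with 0 calls and a smallest adjusted p of 0.687 over the list.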

How the deposited data were processed for this re-analysis (not part of the article)

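The authors removed adapters with cutadapt, aligned the reads to hg19 with Bowtie, and deposited 1 count table of reads per Ensembl miRNA gene. That table was read as it stands, with 15 libraries in 5 groups of 3, and 0 columns were set aside. Groups were taken from the column names and the sample labels, never from the counts. Day 6 and day 10 GFP+ cells of both *NKX2-5* genotypes and day 6 GFP neg cells of the heterozygous line were used. Replicate pairs of a group differed by 43.6 to 874 times the variance of counting alone, so no library is a copy of another.

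The fits were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Before the data were examined, the test, the filter, the limits, the named miRNAs, the sets and the alternative settings were chosen. The main test was the quasi-likelihood F test of edgeR, not robust, with a single design of 5 group means and TMM scaling. miRNAs were kept with at least 10 CPM in at least 3 libraries, where CPM is a count scaled to the size of its library. For the CPM printed for groups and libraries, that size was adjusted by the TMM factor. A call needed an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 2. Log_2_ CPM used a prior count of 2, and confidence intervals were at 95%. A test of 3 against 3 libraries has 10 splits, so an exact permutation p is at least 0.1 there.

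The alternative settings were DESeq2, voom with cyclic loess and limma, the same with sample quality weights, RLE scaling, and scaling by library size. Others were a filter of 1 CPM, no filter beyond 1 count, the miRNAs of the supplementary tables, and adjusted p alone. The last were a fit of only the groups compared, a block for the replicate number, robust quasi-likelihood, loci of 1 name stem summed, and each library left out in turn. The distances had 5 alternatives, among them a prior count of 0.5 and each miRNA scaled to unit variance. The sets had 5, among them camera with a correlation of 0.01. Set tests were adjusted over the 15 pairs of list and comparison, and over 10 for the cell-type lists. The miRNAs of the supplementary tables were the same as those passing the filter, so that setting moved nothing.

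The miRNAs named are those that the paper names. Added to them are, for each comparison, up to 5 with the largest change in each direction among the calls. Where there was no call, the 3 with the smallest p were named. Members beyond this rule, in counts of 5 or fewer and in the cell-type lists, were named after their values had been seen. The myomiR list holds 8 loci, the proliferation list 54 and the Hippo-YAP list 27. The proliferation and Hippo-YAP lists are those of Supplementary Figures 1 and 2, read from the figure labels. The endoderm and epithelium list of 10 and the *MIR302* cluster list of 5 were written from general knowledge of these tissues, after *MIR122* and *MIR371A* had been seen.

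Gene positions came from GENCODE on GRCh37, the assembly named in the paper's methods as hg19, with 381 miRNAs placed by identifier, 5 by symbol and 33 not placed. Each placed hairpin was searched for 22-nucleotide windows that occur elsewhere in the assembly.

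The procedure was run on 20 simulated tables with counts drawn at the measured means and dispersions. Passing in the main test was counted here on an adjusted p under 0.05 alone, without the 2-fold limit of a call. With 40 changed miRNAs in each, 49.0% of the 2-fold and 95.5% of the 4-fold changes passed, and 4.30% of those passing were false. With 200 changed miRNAs 74.4% and 98.7% passed, and 2.78% of those passing were false. The shares found and false under the full rule for a call were not measured. Fry gave p under 0.05 in 20 of 20 shifted sets and in 2 of 20 sets that were not shifted.

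The quantitative PCR, flow cytometry and small nucleolar RNA results of the paper were not analysed here. Raw reads were not used here, so alignment and the assignment of reads to loci were taken as the authors made them.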

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

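The tests of explanations for this result were chosen after it had been seen. *MIR122* rose from day 6 to day 10 in GFP+ cells of both genotypes, in data that the paper compares but in a miRNA it names only for day 6. The log_2_ fold change was 3.52 (standard error 0.57, adjusted p = 0.000168) in heterozygous cells, and 4.29 (standard error 0.58, adjusted p = 5.53e-05) in null cells. CPM went from 52.3 ± 28.0 to 604 ± 325 in heterozygous cells and from 76.0 ± 25.6 to 1492 ± 1039 in null cells (mean ± SD, n = 3). The libraries of the days did not overlap in either genotype. With 1 library left out the heterozygous change ran from 2.99 to 3.83.

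Normalization is an unlikely source of the rise of *MIR122*. Scaling by library size left 2.93 (standard error 0.55, adjusted p = 0.000423) in heterozygous and 3.72 (adjusted p = 0.000135) in null cells. The median log_2_ change over all miRNAs in that scaling was -0.57 in heterozygous and -0.45 in null cells.

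Endoderm or epithelial cells among the sorted day 10 cells could also raise *MIR122*. A list of 10 such miRNAs, all 10 of them tested, had a median log_2_ change of -0.19 in heterozygous cells (3 higher, 7 lower) and 0.05 in null cells. *MIR375* and the *MIR200* members were not called in either genotype, with *MIR200A* the furthest up among them, at 0.37 in null cells (adjusted p = 0.483). Their levels at day 6 were high enough to hide a small admixture, and 2 members did rise, *MIR192* by 0.96 (adjusted p = 0.00446) and *MIR215* by 1.10 (adjusted p = 0.0064). The list could not tell whether cells or regulation lay behind the rise. Of the hairpin windows of *MIR122*, 1 of 64 occurs elsewhere in the genome.

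At day 6 *MIR122* was lower in GFP+ than in GFP neg cells, so at day 10 it was back near the day 6 GFP neg level of 429.1 ± 113 CPM or above it. A further test would need single-cell or protein markers of the sorted cells, which were not used here.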

How the results depend on the processing

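No setting or test in this part was chosen after a result was seen. In this part the causes of the changed main results were not tested. Explanations for some of them are taken up under the other observations.

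Among the settings other than leaving a library out, 17 values of the main results were stronger, 8 weaker and 1 moved, and the rest kept their call and direction. For the 63 named values the numbers were 705 the same, 26 stronger, 21 weaker and 4 reversed. With 1 library left out, 128 main values were the same, 2 stronger, 9 weaker and 2 reversed, and 341 named values were the same, 4 stronger, 48 weaker and 3 reversed.

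Day 6 GFP+ against GFP neg was the comparison most dependent on the settings. The 7 higher calls became 14 in DESeq2, 14 by voom with sample weights, 11 with the filter at 1 CPM, 16 without a filter and 4 with loci of 1 name stem summed. The 8 lower calls became 4 by voom with cyclic loess, 2 in RLE scaling, 15 without a filter, 3 with only the groups compared and 4 with name stems summed. Leaving out 1 library, they ran from 1 to 8 higher and from 0 to 11 lower.

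From day 6 to day 10 in heterozygous cells, the 62 higher calls became 30 when scaled by library size and 98 on adjusted p alone, and the 64 lower calls became 134 when scaled by library size. Across the fits without 1 library they ran from 55 to 72 and from 54 to 69. In null cells the 68 higher calls became 31 when scaled by library size. The 51 lower calls became 1.2e+02 in that scaling, 97 with the filter at 1 CPM, 84 without a filter and 78 on adjusted p alone. With 1 library left out they ran from 58 to 73 and from 34 to 57.

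Between genotypes at day 6 the 0 calls became 2 by voom with sample weights and 1 without a filter. At day 10 they became 1 in DESeq2, 1 by voom with sample weights and 2 without a filter. With 1 library left out both stayed from 0 to 0, as did the average over days and the difference in the day change.

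The share of squared distance between days ran from 64.8 to 70.4 with 1 library left out, and from 45.7 to 68.4 over the other settings. That between genotypes ran from 3.63 to 4.83 and from 2.89 to 5.35. The distance ratio moved from 0.569 to 0.680 with the filter at 1 CPM, and ran from 0.523 to 0.619 with 1 library left out.

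For the sets, medians with 1 library left out ran from 1.59 to 2.43 for the myomiRs in day 6 GFP+ against GFP neg cells and from 1.80 to 2.63 for the day change. Between genotypes they ran from -1.24 to 0.12 at day 6 and from 0.08 to 0.36 at day 10. The day 6 value reversed to 0.12 without null replicate 1 and was -1.24 without null replicate 3, with an unadjusted fry p under 0.05. The proliferation list ran from -0.34 to -0.024 and was -0.64 when scaled by library size. Without day 10 heterozygous replicate 3 the direction of its test reversed, at -0.024, and without replicate 1 it was -0.34. The Hippo-YAP list ran from -0.52 to -0.17, with -0.17 without day 10 heterozygous replicate 3. Camera changes only the test, yet the set value beside it was -0.35, against a main median of -0.29. The set values of the alternative settings were thus not taken in the same way as the main medians. Part of their movement may not be due to the setting.

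Reversed named values were all differences between genotypes at day 10 close to 0. *MIR1-1* was -0.16 without heterozygous replicate 1, and 0.70 at the other end of the fits without 1 library. *MIR133A1* was -0.03 in DESeq2, -0.10 by voom with sample weights, -0.03 in RLE scaling, -0.16 without heterozygous replicate 3 and -0.05 without null replicate 3, with 0.21 as the highest value without 1 library.

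A block for the replicate number gave 9 higher and 11 lower calls at day 6 between GFP+ and GFP neg cells. For the day change it gave 63 and 64 in heterozygous and 66 and 47 in null cells. Between genotypes it gave 0 calls at both days, with the block value of *MIR133A1* at -0.056. With the block *MIR1-1* (2.16, standard error 0.50, adjusted p = 0.02) and *MIR1-2* (2.23, adjusted p = 0.0196) became calls at day 6, and *MIR145* (0.95, adjusted p = 0.0384) passed 0.05 in the heterozygous day change. Correlations of libraries with the same number across groups ran from -0.23 to 0.47. Between the day 6 groups they were 0.33 and 0.37 for replicates 2 and 3 of the sorted cells, and 0.32 and 0.47 for those of the genotypes. In each comparison at least 1 replicate was under 0.1, and the numbers were not taken as pairs. With 3 replicates per group these correlations could not exclude pairing.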

Differences from the paper's values

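The values in this part were set against the paper after the fits were made, and no further test was chosen for them. Of 79 values that the paper or its supplementary tables give, 10 differed, among them 7 of 61 log_2_ fold changes.

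The total of 1 day 6 GFP+ library is 1754552 in the count table and 154552 in the paper's Supplementary Table 1. No alternative setting bears on a library total.

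The miRNAs lower in day 6 GFP+ than in GFP neg cells numbered 8 here and 4 in the paper. Of the settings chosen before the data were examined, voom with cyclic loess gave the paper's 4, *MIR122*, *MIR126*, *MIR1247* and *MIR127*. Name stems summed also gave 4 and only the groups compared gave 3, which is not a difference in number. Their miRNAs were others in part, *MIR320B* in place of *MIR127* with name stems summed, and *MIR10A* but neither *MIR126* nor *MIR127* with only the groups compared. The others still differed, at 10 in DESeq2, 9 by voom with sample weights, 2 in RLE scaling, 9 when scaled by library size, 12 with the filter at 1 CPM and 15 without a filter. The miRNAs of the supplementary tables and adjusted p alone each gave 8, the replicate block 11 and robust quasi-likelihood 9.

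The discussion of the paper writes that 112 miRNAs were upregulated by day 10, and 62 were higher here. Of the settings chosen before the data were examined, the filter at 1 CPM (76), no filter (78) and adjusted p alone (98) were also below the paper's number, but by less than the factor of 1.5 taken here as a difference between counts. The others differed by more, at 63 in DESeq2, 60 by voom with cyclic loess, 62 by voom with sample weights, 63 in RLE scaling and 30 when scaled by library size. The miRNAs of the supplementary tables gave 62, only the groups compared 65, the replicate block 63, robust quasi-likelihood 62 and name stems summed 54. The results of the paper give 112 as the total in both directions, where 62 and 64 were called here, which is not a difference. Voom with cyclic loess gave 60 higher and 52 lower, which add to the paper's 112.

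For the change from day 6 to day 10 in heterozygous cells, the log_2_ fold change of *AP002806.1* was -4.44 here and -2.62 in the paper. That of *MIR4488* was -4.70 here and -3.48 in the paper, and that of *MIR4516* -3.76 here and -2.18 in the paper. *MIR302A* was at -0.68 here and -1.14 in the paper, and *MIR30E* at 1.42 here and 0.95 in the paper. In null cells *AP002806.1* was at -4.74 here and -3.34 in the paper, and *MIR4516* at -3.62 here and -2.71 in the paper. Voom with cyclic loess gave the paper's value for each of these 7. A log_2_ fold change was taken to differ when its gap from the paper was over the larger replicate SD of that miRNA's log_2_ CPM. The limit was thus wider for some miRNAs than for others. Voom with sample weights stayed within it for these 7. Its values were -2.62, -3.38, -1.42, -1.29 and 1.03 in heterozygous cells, and -2.76 and -2.77 in null cells. *MIR4516* in heterozygous cells, at -1.42 against -2.18, was the furthest of these from the paper. Scaling by library size did not differ for *MIR302A* (-1.30) and *MIR30E* (0.83). All other settings chosen before the data were examined still differed for these miRNAs.

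Beside its Q-PCR of day 10 cells, the paper states that *MIR133A1*, *MIR208A* and *MIR145* rose further by day 10 in heterozygous cells. The Q-PCR was not analysed here. In the sequencing *MIR133A1* was a call, *MIR208A* stayed under 2-fold at 0.72 with overlapping groups, and *MIR145* had an adjusted p of 0.0851. *MIR145* passed an adjusted p under 0.05 without a filter (0.0216), with the replicate block (0.0384), without day 10 replicate 3 (0.0487) and without day 6 replicate 3 (0.049). In the paper's own table the adjusted p was 0.0506 for *MIR133A1*, 0.132 for *MIR208A* and 0.197 for *MIR145*.

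The paper gives *MIR499* a rise of 5.62 fold, and 5.54 was the log_2_ fold change here. The paper's table holds its value on the log_2_ scale.

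The paper states that *MIR138-2* was not dysregulated in null cells at day 10. It was not a call in the main test, but it was a call in DESeq2 (adjusted p = 0.0117), by voom with sample weights (0.0307) and without a filter (0.0333), out of a range of 0.0117 to 0.503. The paper states that no miRNA differed between genotypes, and without a filter *MIR122* was also called at day 10, and *MIR371A* at day 6. By voom with sample weights *MIR371A* and *MIR372* were called at day 6.

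The paper states that miRNAs regulating DNA synthesis were higher at day 6 than at day 10. As a set its proliferation list had a median log_2_ change of -0.02 at day 10, with 25 members higher and 28 lower (fry, adjusted p = 0.876). The list was lower at day 10, with an unadjusted fry p under 0.05, when scaled by library size (-0.64, beside -0.57 over all miRNAs) and without day 10 replicate 1 (-0.34).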

Other observations

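Of the 21 tests of explanations, 3 were written down before the results were seen, on a divergent library, the calls between genotypes and the share of a few miRNAs. The other 18 were chosen after the results were seen.

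Libraries were regrouped to see how many calls other splits of the same libraries give. In day 6 GFP+ against GFP neg cells 1 of 10 splits, the true one, gave as many calls. The same 1 of 10 held for the day change in heterozygous cells, where the next split gave 4 calls, and 1 of 10 for null cells. The other splits gave 0 calls in the day 6 and null comparisons. The smallest share that 10 splits can give is 0.1, so the splits alone could not tell. Over the 12 libraries of both genotypes, the share of squared distance between days had an exact permutation p of 0.00216, which sets the days apart from an arbitrary grouping. Between genotypes, 8 of 10 splits at day 6 and 3 of 10 at day 10 gave as many miRNAs with an unadjusted p under 0.05.

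Averaged over days, 33 of 100 splits drawn from 200 gave as many miRNAs with an unadjusted p under 0.05 as the true genotypes. For the difference in day change 30 of 100 splits did. All 100 of 100 splits gave at least the 0 calls of the genotypes, which any split must. The numbers of small p values between genotypes are in line with those that arbitrary splits give.

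*MIR371A*, *MIR372* and *MIR373* were lower in null than in heterozygous cells at day 6, at a log_2_ fold change of -1.11 (adjusted p = 0.157), -0.98 (0.157) and -0.93 (0.481). Normalization is an unlikely source, since their median stayed at -0.94 or further from 0 over 5 scalings. Among the 10 splits of the libraries 1 separated them as far, the true one, which is an exact p of 0.1 and could not tell. Residual pluripotent-type cells may have differed between the lines. The *MIR302* cluster had a median of -0.28 (fry, adjusted p = 0.472) in the same direction, which could not tell. At day 10 the median of the 3 was -0.13.

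Day 10 heterozygous replicate 3 stood apart on the second principal component, and voom gave it a sample weight of 0.173. Its deviation did not follow hairpin GC content (Spearman 0.023), and its total of 2272235 was that of an ordinary library, so depth and GC content are unlikely sources. A different stage of differentiation could not be told, with a Spearman correlation of 0.195 between its deviation and the null day change, inside the -0.445 to 0.447 of other libraries.

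A single divergent heterozygous library at day 10 may widen the variance between genotypes. With all libraries 35 miRNAs had an unadjusted p under 0.05, against 85 without heterozygous replicate 1, 36 without replicate 2 and 19 without replicate 3, the library that stood apart. Each of these fits gave 0 calls. Without null replicate 3 there were 18, so fits with 1 library fewer could not tell.

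A few abundant miRNAs may account for the dependence of the day change on scaling. The share of calls that were higher moved by 30.9 points between TMM and library size in heterozygous cells. Of the 26.3 points of library share gained by day 10, 4 miRNAs made up the larger part, led by *MIR143* with 7.12 points and *MIR148A* with 3.85. Leaving the 10 most abundant miRNAs out of the library size left the median at -0.57. Their share was 50.2% at both days, with gains and losses among them, so this could not tell. The miRNAs that gained were not left out alone.

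The counts of *MIR1-1* and *MIR1-2* kept a fixed ratio over the 15 libraries, with a chi-square over its degrees of freedom of 1.1 across a range of 7.65 log_2_ units. Reads shared between the loci of 1 mature miRNA are a candidate explanation, in line with that value. It was 1.04 for the *MIR133A* loci and 0.79 for *MIR138-1* and *MIR138-2*, and 2.32 and 2.86 for the *MIR320B* and *MIR129* loci. For *MIR125B1* and *MIR125B2* it was 20.9 and for *MIR208A* and *MIR208B* 29.7, so those 2 ratios were not fixed. The counts came from reads aligned to a single place, and reads were not traced to loci here.

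Several of the largest falls by day 10 were in miRNAs with GC-rich hairpins, 82.3% in *MIR4488*, 71.6% in *AP002806.1* and 72.1% in *MIR4516*. A GC bias of the libraries is an unlikely source over all miRNAs, with a Spearman correlation of -0.0177 between the day change and hairpin GC content.

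At day 6 the endoderm and epithelium list was lower in GFP+ than in GFP neg cells, with a median log_2_ change of -0.54 (fry, adjusted p = 0.048). Between genotypes its median was -0.04 at day 6 (fry, adjusted p = 0.79) and 0.07 at day 10 (fry, adjusted p = 0.472). The *MIR302* cluster had a median change of -0.52 by day 10 in null cells (fry, adjusted p = 0.0797), and of 0.43 between null and heterozygous cells at day 10 (fry, adjusted p = 0.121).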
